A study of Mus musculus with 19 samples. Its data were reported in "CHARGE syndrome-associated CHD7 acts at ISL1-regulated enhancers to modulate second heart field gene expression" (2023).

How the data were processed

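RNA from single E9.5 embryos, Mesp1-Cre; Chd7 fl/fl (cKO) or Mesp1-Cre (control), was sequenced from 2 dissections. 'HEART' libraries (4 control and 4 cKO) were poly(A)-selected mRNA libraries and 'SHF' libraries (5 control and 6 cKO) were ribosomal RNA-depleted total RNA libraries, so the dissections were never fitted together. Samples were grouped by their titles, and embryo codes in the descriptions showed that 8 embryos gave both dissections.

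The deposited 'HEART' table held raw read counts per gene for 8 samples. According to the submitters' processing notes and the study's methods, the authors trimmed reads with fastp 0.20.1, aligned them to mm10 with STAR 2.7.2b and counted them with featureCounts 1.6.4, and the strand setting of the counting is not given in the sources used here, so overlapping and antisense genes are uncertain. The table also held the authors' own DESeq2 log2 fold changes and p-values, used only as an alternative, and 8 columns of normalised values per sample that were not used. Of its 24421 gene rows 27 carried dates in place of symbols, and 95.6% of symbols matched GENCODE M21, which gave the positions on the same assembly (GRCm38, mm10). Counts summed to 8640839 to 15030099 per sample. No pair of libraries held identical counts, and within a genotype every pair differed by more than sampling noise.

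The deposited 'SHF' table held 1 FPKM value per genotype, with the authors' p-values and q-values. The study's methods describe STAR 2.5.0b, HTSeq and DESeq2 for this dissection, but the columns of the deposited table are those of a Cuffdiff comparison on merged loci, a tool that the sources used here do not name, and the unit was taken from that layout and from the study's mention of FPKM. The design fixed beforehand gave counts a test of their own and group values none, so the authors' q-values are used, and log2 ratios were computed from the authors' FPKM values. Of 18008 loci with a test, 4492 had no gene name and 597 joined several genes. Lists used the 12452 loci with 1 symbol, an authors' test and a value above 0 in both genotypes, and where a symbol had several loci the one of highest mean FPKM was kept. Differences between samples, leaving out 'SHF' samples and an interaction of genotype with dissection were not analysed here.

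'HEART' counts were analysed with edgeR 4.0.16 in R 4.3.3: filterByExpr at its defaults (12694 genes), TMM scaling, glmQLFit and glmQLFTest of cKO against control with no covariate, and Benjamini-Hochberg adjustment with a threshold of 0.1, the threshold the study used. CPM are scaled by TMM, and SE is the fold change divided by the root of the F statistic. On simulated counts of 12588 genes drawn from the 'HEART' means and library sizes, the fit called 63.5% of genes changed 1.5-fold, 81.1% of those changed 2-fold and 100% of those changed 3-fold, and 9.3% of its calls were false. The biological coefficient of variation was 11.2%.

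Before the data were examined, 36 gene lists for heart, second heart field, signalling, metabolism and other cell types were fixed, after reading the study and the first lines of its supplementary gene lists. The study had already reported muscle, extracellular matrix, glycolysis and axon guidance terms from these samples. Lists on those themes are therefore not independent evidence. In 'HEART' they were tested with limma 3.58.1 (camera with a preset correlation of 0.01, then an estimated correlation, and fry), and in 'SHF' each median was placed among 10000 random lists matched in 20 bins of mean FPKM. That percentile describes these values and is no test. On simulated 'SHF' values of 12452 genes, drawn independently of each other, 1 of 20 unshifted lists fell outside the middle 95%. Members of a real list can move together, so that rate does not hold for them. Of the 36 real lists 24 fell outside. A further 3 lists were written after the data were seen. The genes named were Chd7, the in situ genes, in each dissection the 8 higher and 8 lower genes of smallest p past the threshold with at least 1 CPM or FPKM (no overlap between genotypes in 'HEART'; ties in p by the larger fold; predicted genes, Xist and Y-linked genes left out) and the 2 to 4 members of smallest p of each list described, and some genes that this rule gives are not used here. Overlap was tested with Fisher's exact test in SciPy 1.17.1.

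Alternatives for 'HEART' were DESeq2 1.42.0, limma-voom, RLE size factors, total counts, other filters, a threshold of 0.05, leaving out each sample, the replicate number as a block, the embryo code prefix as a random block and leaving out erythroid genes. The random block was fitted with limma-voom. For 'SHF' the alternatives were q of 0.05 and a mean of 5 FPKM. Settings fixed beforehand that need values per 'SHF' sample were not run.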

Results

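To examine what loss of the chromatin remodeller CHD7 from the Mesp1 lineage does to gene expression at E9.5, RNA was sequenced from single mouse embryos in which Mesp1-Cre had deleted a floxed Chd7 allele pair (cKO) and from Mesp1-Cre control embryos. Each embryo was dissected into the distal pharyngeal apparatus ('SHF', which holds second heart field progenitors among other cell types) and the outflow tract with the heart ('HEART'). There were 5 control and 6 cKO 'SHF' samples and 4 control and 4 cKO 'HEART' samples, and 8 of the 11 embryos gave both. The 'HEART' data were gene counts of 8640839 to 15030099 per sample, given below as CPM (counts scaled to library size). The 'SHF' data were a single FPKM value per genotype with the authors' own test, so depth per sample is unknown there and no spread between 'SHF' samples is given.

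Chd7 itself, which encodes the deleted remodeller (chromosome 4, 8690406 to 8867659 in mm10), was 6.55-fold lower in cKO than in control 'HEART'. The control samples 1 to 4 had 230 CPM, 224 CPM, 231 CPM and 242 CPM, and the cKO samples 1 to 4 had 35.8 CPM, 43.5 CPM, 42.7 CPM and 20.4 CPM. The means were 232 ± 7.57 and 35.6 ± 10.7 CPM (SD, n = 4 each), a log2 fold change of -2.71 ± 0.18 (SE, adjusted p = 8.96e-06), and every sample stood on the side its label gave. In the 'SHF' the authors' deposited table listed 18.9 FPKM in cKO and 28.2 FPKM in control, 1.49-fold lower (q = 0.00559).

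The first question was which genes differed in the heart and outflow tract. In cKO 'HEART', Myl1, a myosin light chain, fell from 288 ± 16.5 to 140 ± 5.92 CPM (SD, n = 4 each), and Srl (sarcalumenin) and Trdn (triadin), which sit at the calcium store of muscle cells, had log2 fold changes of -1.36 ± 0.10 and -1.86 ± 0.15 (SE). Sema3a, a guidance cue, fell from 84.8 ± 8.82 to 24.2 ± 5.61 CPM (SD, n = 4 each), and the ephrin receptor Epha7 had a log2 fold change of -1.03 ± 0.08 (SE). Tagln, an actin-binding protein of smooth muscle, rose from 927 ± 65.7 to 1550 ± 101 CPM (SD, n = 4 each), and Syne1, which encodes a nuclear envelope spectrin repeat protein, rose from 74.7 ± 7.47 to 165 ± 23.3 CPM (SD, n = 4 each). In edgeR's quasi-likelihood test, 817 of 12694 genes passed a Benjamini-Hochberg adjusted p of 0.1, with 446 higher and 371 lower in cKO, and in 699 of them the samples of the genotypes did not overlap (chance alone gives 2.86% of genes without overlap, against 10.2% of all genes tested). With scaling by total counts alone, 42.96% of 838 calls were higher, against 54.59% here.

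Among the other genes most clearly reduced were Slitrk5 (log2 fold change -1.87 ± 0.15, SE), the nuclear receptor Nr2f1 (-1.65 ± 0.14) and Perp, a membrane protein of desmosomes (-1.42 ± 0.12). Of those most clearly increased, Plac8 stood 4.20-fold higher and Casq2, the calcium-binding calsequestrin of cardiac muscle, 3.46-fold higher. Ptk2b, a cytoplasmic tyrosine kinase, stood 2.27-fold higher, Enpep, an aminopeptidase, 2.25-fold, Akr1b8, an aldo-keto reductase, 1.75-fold, and Glipr2 1.63-fold. Each of these genes had groups that did not overlap and adjusted p-values of 0.000207 or less.

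Of 17 measured markers of the anterior second heart field, 6 were lower in cKO 'HEART' and 11 did not pass (9 lower when adjusted over the list alone). The study picked 6 of the 17 for in situ hybridization, and of the other 11 genes 2 were lower. Fgf10, a growth factor of that progenitor field, fell from 12.1 ± 4.16 to 4.58 ± 0.91 CPM (SD, n = 4 each), Hand2 from 150 ± 13.8 to 103 ± 5.32 CPM, and Tbx2 had a log2 fold change of -0.56 ± 0.13 (SE), with an adjusted p of 0.0329 that became 0.119 without control 1 and 0.108 without cKO 2. By camera the list gave an adjusted p of 1.25e-05 with a preset correlation and 0.355 with an estimated correlation. Of the 13 genes the study examined by in situ hybridization, which it picked on these samples, so that their direction is not independent evidence, 5 fell and 8 did not pass (8 lower when adjusted over the list alone). Sema3c had a log2 fold change of -0.72 ± 0.14 (SE, adjusted p = 0.0123), and Mef2c one of -0.40 ± 0.12 (SE, adjusted p = 0.0796), which did not pass when any control sample, cKO 1 or cKO 2 was left out (adjusted p = 0.114 to 0.192). Isl1 (-0.59 ± 0.24, adjusted p = 0.237), Hand1 (-0.28 ± 0.09, adjusted p = 0.123, but 0.077 without control 3, 0.089 by DESeq2, 0.0768 with total counts and 0.0853 in the authors' table), Wnt4 (-0.47 ± 0.20, adjusted p = 0.245, and 0.09 without cKO 4), Osr1 (0.31 ± 0.22, adjusted p = 0.542, and 0.033 without control 3), Tbx5 (-0.07 ± 0.07), Foxf1 (-0.44 ± 0.42), Tbx1 (-0.27 ± 0.39) and Aplnr (-0.17 ± 0.27) did not pass. The study picked Tbx5, Osr1, Foxf1 and Wnt4 as higher in cKO 'SHF', and Tbx1 and Aplnr as unchanged genes. In 'HEART' it reported these genes and Isl1 as not significant and Hand1 as lower. The in situ list passed camera with both settings (adjusted p = 5.39e-06, and adjusted p = 0.0962 with an estimated correlation).

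**Figure D1:**
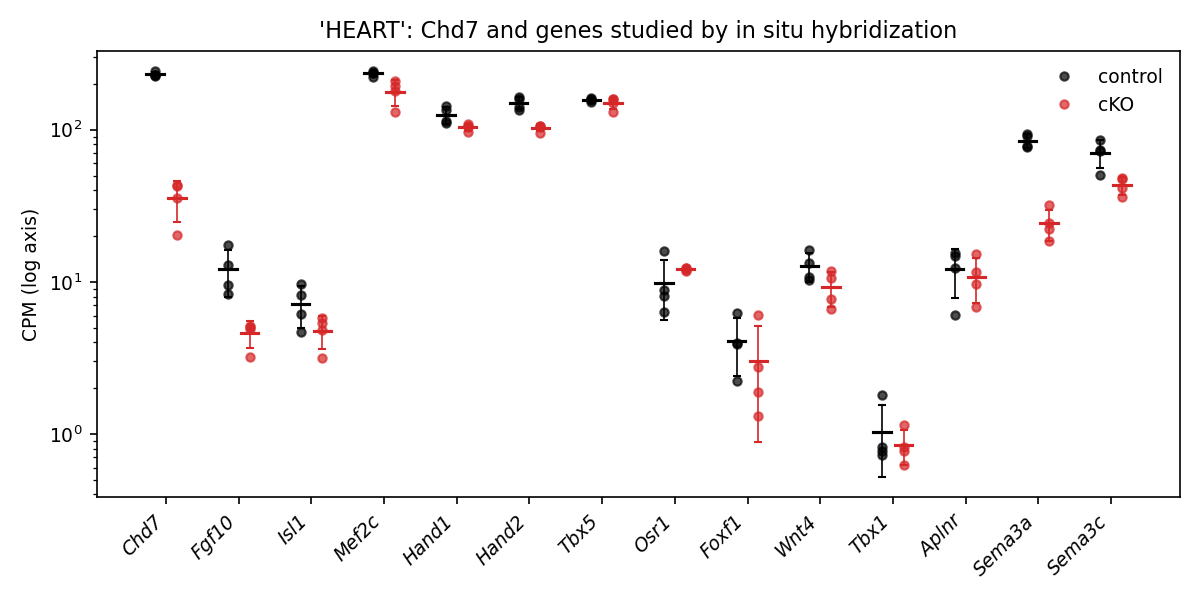
CPM (log axis) of Chd7 and of the genes the study examined by in situ hybridization in 'HEART', with each control sample in black and each cKO sample in red (bars, mean ± SD, n = 4). Chd7 is at 224 CPM or more in every control and at 43.5 CPM or less in every cKO sample, and Sema3a, Fgf10 and Hand2 show no overlap between genotypes.

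Of 35 sarcomere genes, 7 fell in cKO 'HEART', 1 rose and 27 did not pass (10 lower and 2 higher when adjusted over the list alone). Tcap, which caps titin, fell by 0.83 ± 0.11 on the log2 scale (SE), whereas Acta1, the skeletal alpha-actin, rose from 1182 ± 25.7 to 1624 ± 141 CPM (SD, n = 4 each). Of the lower genes, Actn2 (-0.27 ± 0.08, SE, adjusted p = 0.0933) did not pass without control 1, 2 or 3 or any cKO sample (adjusted p = 0.102 to 0.236) or with RLE size factors (0.109), and Hspb7 (-0.29 ± 0.07, SE) did not without control 1 (0.102). Among 21 calcium-handling genes, 7 fell, Srl, Trdn and the calcium channel gene Cacna1d (-1.08 ± 0.15) among them, and 1, Casq2, rose (8 lower and 3 higher when adjusted over the list alone). Of 16 cardiac ion channel genes 4 fell (5 lower and 2 higher when adjusted over the list alone), and the potassium channel gene Kcnj3 stood at 10.9 ± 3.53 CPM in control and 0.813 ± 0.785 CPM in cKO (SD, n = 4 each), while Kcnd2 had a log2 fold change of -2.13 ± 0.36 (SE). The camera adjusted p-values of these lists were 0.00428, 0.00895 and 0.0253, and adjusted p = 0.55, 0.538 and 0.504 with an estimated correlation.

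Of 24 measured targets of the hypoxia response, 15 rose in cKO 'HEART' and 9 did not pass (22 higher when adjusted over the list alone). Adm, a vasoactive peptide gene, stood at 16.2 ± 1.95 CPM in control and 25.6 ± 2.88 CPM in cKO (SD, n = 4 each), and Bnip3, which acts at mitochondria, at 117 ± 20.1 and 180 ± 31.0 CPM. Egln3, an oxygen-sensing prolyl hydroxylase, and the transcription factor gene Bhlhe40 rose by log2 0.87 ± 0.17 and 0.98 ± 0.19 (SE). Glycolysis genes were higher in 3 of 18 cases and 15 did not pass (10 higher when adjusted over the list alone), among them Pdk1 (0.36 ± 0.08, SE). The hypoxia list had a camera adjusted p of 2.99e-16 and the glycolysis list one of 0.000163, and adjusted p = 0.355 and 0.463 with an estimated correlation. Of 12 immediate early and heat shock genes, listed as markers of dissection stress, 2 rose in the same samples (4 higher when adjusted over the list alone; camera adjusted p = 0.294, and 0.0983 without cKO 4). Jun stood at 67.7 ± 7.30 CPM in control and 89.8 ± 4.45 CPM in cKO (SD, n = 4 each), and Fos at 7.73 ± 1.48 and 11.1 ± 1.41 CPM, with an adjusted p of 0.0977 that was 0.141 to 0.264 without control 1, 3 or 4 or cKO 1, 2 or 3 and 0.125 with total counts.

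Of 47 extracellular matrix genes 12 rose and 3 fell in cKO 'HEART' (18 higher and 6 lower when adjusted over the list alone). Col2a1, a fibrillar collagen, rose from 1258 ± 149 to 2038 ± 136 CPM (SD, n = 4 each) and Loxl1, a crosslinking enzyme, by log2 0.72, whereas the collagen gene Col3a1 fell from 185 ± 36.8 to 83.6 ± 9.74 CPM. The list's median was 0.15 and its mean -0.11, and camera called it higher (adjusted p = 1.68e-05, and adjusted p = 0.376 with an estimated correlation). The study had reported extracellular matrix terms among the upregulated genes of these samples, so that direction is not independent evidence. Of 18 other axon guidance genes 5 fell and 2 rose (6 lower and 5 higher when adjusted over the list alone), with the ligand gene Slit2 at 62.9 ± 15.8 CPM in control and 21.1 ± 5.05 CPM in cKO (SD, n = 4 each) and the receptor gene Unc5c at -0.95 ± 0.11 (SE). Of 16 BMP pathway genes 3 rose, Bmp6 (1.22 ± 0.13) and Id4 (0.82 ± 0.13) among them, and 1, Bmp5 (-0.47 ± 0.08), fell (3 higher and 1 lower when adjusted over the list alone). Camera gave adjusted p = 0.0852 for each of these lists, and adjusted p = 0.376 and 0.55 with an estimated correlation. The axon guidance list did not pass without control 1 or 3 or cKO 3 or 4, with total counts, without a count filter or without X and Y genes (adjusted p from just above 0.1 to 0.188), nor the BMP list without control 2 or 3 or cKO 1 or 3 (adjusted p from just above 0.1 to 0.37). Of 18 chamber and trabecular genes 2 rose, Irx1 (0.69 ± 0.12) among them, 2 fell, Irx3 (-0.53 ± 0.12) among them, and 14 did not pass (7 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.474). Of 28 cardiac transcription factor genes 4 fell, the GATA cofactor gene Zfpm2 (-0.86 ± 0.11) among them, and 24 did not pass (1 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.0586, but 0.137 without control 1, 0.113 without control 4 and 0.663 without cKO 4, and adjusted p = 0.55 with an estimated correlation). Of 15 FGF pathway genes 2 fell, Etv1 (-1.38 ± 0.20) among them, and 13 did not pass (3 lower when adjusted over the list alone; camera adjusted p = 0.144, but 0.0469 without control 2, 0.0434 without cKO 1 and 0.0651 without cKO 2). Of 12 hedgehog pathway genes 1, Gli2 (0.79 ± 0.12), rose and 11 did not pass (1 higher when adjusted over the list alone; camera adjusted p = 0.0151, and adjusted p = 0.442 with an estimated correlation). Of 18 genes of fatty acid and creatine metabolism 1 rose and 3 fell, the fatty acid carrier gene Cd36 (-0.89 ± 0.10) among them (2 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.229, but 0.0505 without control 4).

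Of 5 measured neural crest genes, Twist1 and Alx1 fell in cKO 'HEART' (log2 fold change -0.91 ± 0.15 and -1.60 ± 0.29, SE) and 3 did not pass (2 lower when adjusted over the list alone; camera adjusted p = 0.0459, and adjusted p = 0.376 with an estimated correlation). Of 3 genes of paraxial and limb mesoderm, Prrx1 fell (-1.72 ± 0.26, SE) and 2 did not pass (1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.45). Of 6 genes of pharyngeal endoderm, the keratin gene Krt19 rose by log2 1.17 ± 0.15 (SE) and 5 did not pass (3 higher when adjusted over the list alone; camera adjusted p = 0.0852, but 0.206 without control 1, 0.373 without cKO 1 and 0.22 without a count filter, and adjusted p = 0.55 with an estimated correlation). Of 19 endothelial and endocardial genes 1 was lower and 18 did not pass, with 16 log2 fold changes above 0 (1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.034, but 0.107 without control 3, 0.113 without control 4 and 0.45 without cKO 4, and adjusted p = 0.573 with an estimated correlation). None of 12 erythroid genes passed (0 when adjusted over the list alone; camera adjusted p = 0.004, and adjusted p = 0.55 with an estimated correlation). The embryonic globin genes Hbb-y, Hbb-bh1 and Hba-x stood at 2194 ± 1106, 2070 ± 1270 and 2473 ± 1425 CPM in control and 1169 ± 611, 986 ± 489 and 1390 ± 711 CPM in cKO (SD, n = 4 each, adjusted p = 0.252, 0.206 and 0.33). In control 4 Hba-x was at 4591 CPM, Krt19 at 144 CPM and Prrx1 at 19.2 CPM, the highest of the controls. Xist, the transcript of the inactive X chromosome, was at 34.6 to 86.3 CPM in the cKO samples and 61.4 CPM in control 1, and at 1.28 CPM or less in controls 2 to 4. The number of calls moved by over 1.5 times from 817 to 509 without control 1, 510 without cKO 1, 500 without cKO 2, 1421 without cKO 4 and 226 with log2 Xist as a covariate, a setting chosen after seeing the data that ended the calls of Acta1, Acta2, Actn2, Adm, Bmp5, Bnip3, Ddit4, Egln3, Fos, Gli2, Hspb7, Id4, Irx1, Irx3, Jun, Mef2c, Prrx1, Sema3c, Tbx2, Tril, Trpv2 and Twist1 (adjusted p = 0.101 to 0.663) and of the calcium-handling, BMP, hedgehog, neural crest and erythroid lists (0.119, 0.466, 0.104, 0.118 and 0.711). Of 36 gene lists, 19 passed camera at its preset correlation, a number that another 4 against 4 grouping of the 8 samples also reached. That grouping exchanged 1 sample of each genotype, and a grouping that exchanged 2 of each reached 17. With an estimated correlation 1 passed, the in situ list. The study picked that list on these samples, so its pass is not independent evidence.

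The second question was which genes differed in the distal pharyngeal apparatus. In the authors' deposited table, 7 of 16 posterior second heart field genes were higher in cKO 'SHF' and 2 lower, led by Aldh1a2, a retinaldehyde dehydrogenase, at 15.7 FPKM in cKO against 4.85 FPKM in control. The same authors' deposited table listed Tbx5, a transcription factor gene of the venous pole, at 4.05 against 1.51 FPKM and Osr1 at 8.42 against 4.30 FPKM. Muscle genes were lower there, with Myl3 at 0.98 against 5.61 FPKM and the troponin gene Tnnc1 at 2.90 against 14.6 FPKM in the authors' deposited table. At q of 0.1 the authors' deposited table called 320 of 18008 loci, 97 higher and 223 lower in cKO, and 290 of these are loci with 1 gene symbol (78 higher and 212 lower).

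Of the genes most clearly higher in the authors' deposited table, Msx3 stood 2.44-fold higher and the secreted factor genes Wnt4 1.94-fold, Wnt2 1.73-fold and Rspo1 1.79-fold. The most clearly lower in the authors' deposited table were Star and Hsd3b6, of steroid synthesis, at 7.15-fold and 5.13-fold, the fetal plasma protein genes Afp at 5.74-fold and Apoa1 at 4.15-fold, and Tdgf1 at 4.52-fold. Star, Hsd3b6, Afp and Apoa1 are also in a list of placenta and yolk sac genes written after the data were seen. Of that list 14 of 17 genes were lower. A single value per genotype cannot show whether only some samples carried such tissue. A locus named for the small nucleolar RNA Snord104 (chromosome 11, 106500884 to 106613423 in mm10) was listed at 11.9 FPKM in cKO and 305 FPKM in control in the authors' deposited table, and a span this long for a small RNA makes its FPKM uncertain. Ties at the smallest p of that table, 5e-05, covered 161 loci.

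Of 32 measured sarcomere genes 22 were lower in cKO 'SHF' in the authors' deposited table, and 28 were lower when adjusted over the list alone. Their median log2 ratio was -1.01 in the authors' deposited table, at percentile 0.0 (rounded) of 10000 random lists of like expression. Hspb7, a small heat shock protein of muscle, and Actn2, alpha-actinin of the Z-disc, stood 4.92-fold and 3.85-fold lower in the authors' deposited table.

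Of 18 anterior second heart field genes 8 were lower in cKO 'SHF' and 10 did not pass (11 lower when adjusted over the list alone, median log2 ratio -0.38, percentile 0.0), among them Hand2 at a log2 ratio of -0.67, Mef2c at 9.87 against 14.9 FPKM and Sema3c at 9.08 against 12.9 FPKM in the authors' deposited table. Of 16 posterior genes 7 were higher, 2 were lower and 7 did not pass in the authors' deposited table (10 higher and 2 lower when adjusted over the list alone, median 0.42 and above the middle 95% of random lists), and the long noncoding RNA Fendrr rose from 0.48 to 1.29 FPKM whereas Shox2, a gene of the sinus venosus, fell from 1.47 to 0.52 FPKM. These lists were written after reading the study, and 6 anterior and 4 posterior genes are among those it picked for in situ hybridization, so their directions are not independent evidence. Of the other 12 anterior genes 3 were lower, and of the other 12 posterior genes 3 were higher and 2 lower in the authors' deposited table (median log2 ratios -0.20 and 0.25). In the list the study examined by in situ hybridization, 4 genes were higher and 7 lower in the authors' deposited table (4 higher and 8 lower when adjusted over the list alone), and as it was picked on these samples its direction is not independent evidence. Of its members, Isl1 had a log2 ratio of -0.46 (q = 0.01), Fgf10 of -0.53 (q = 0.018), Hand1 of -1.36 (q = 0.00559), Sema3a of -0.62 (q = 0.00559) and Foxf1 of 0.73 (q = 0.00559), while Tbx1 (0.02) and Aplnr (-0.16, q = 0.757) did not pass in the authors' deposited table.

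Of 24 hypoxia targets 10 were higher in cKO 'SHF' and 14 did not pass (18 higher when adjusted over the list alone), and of 18 glycolysis genes 8 were higher and 10 did not pass in the authors' deposited table (13 higher when adjusted over the list alone), with median log2 ratios of 0.29 and 0.23, both above the middle 95% of random lists. Ddit4, a stress-induced inhibitor of mTOR signalling, stood at 22.6 against 13.1 FPKM, Bnip3 at 30.7 against 18.9 FPKM, the lactate transporter gene Slc16a3 at 77.1 against 52.6 FPKM and the hexokinase gene Hk2 at 50.3 against 36.8 FPKM in the authors' deposited table. Of 11 immediate early and heat shock genes 1 was lower and 10 did not pass in the authors' deposited table (1 lower when adjusted over the list alone, median -0.16, percentile 0.23).

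Of 47 extracellular matrix genes 8 were lower in cKO 'SHF' in the authors' deposited table (13 lower and 1 higher when adjusted over the list alone), among them Postn at 2.45-fold and Lum at 2.39-fold lower. Of 23 Wnt pathway genes 4 were higher and 1 lower (7 higher and 5 lower when adjusted over the list alone), the last being the inhibitor gene Dkk1, at 3.28 against 5.44 FPKM in the authors' deposited table. Of 16 retinoic acid pathway genes 2, Aldh1a2 and Stra6 (log2 ratio 0.48), were higher and 3 lower in the authors' deposited table (3 higher and 5 lower when adjusted over the list alone), the degrading enzyme gene Cyp26b1 (-0.50), the synthesis enzyme gene Aldh1a1 (-1.05) and Nr2f1 (-0.30). Of 12 Notch pathway genes 3 were lower and 9 did not pass in the authors' deposited table (4 lower when adjusted over the list alone, median -0.17, percentile 0.0), the target gene Heyl (-0.66) among them.

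Of 7 measured hepatic genes 4 were lower in the authors' deposited table (5 when adjusted over the list alone, median log2 ratio -1.48, percentile 0.0), Afp, Apoa1, Apob and Ttr (q = 0.0816 for the last), at control levels of 1.17 to 3.37 FPKM. Afp and Apoa1 are shared with the list of placenta and yolk sac genes, whose median was -2.46. Of 8 epicardium and septum transversum genes 2 were higher (5 higher and 1 lower when adjusted over the list alone, median 0.36, above the middle 95% of random lists, but at percentile 15.81 with at least 5 FPKM), Aldh1a2 and Wt1, the latter at 1.79 against 0.90 FPKM in the authors' deposited table. Hox genes had a median of 0.16 (percentile 99.83, and 1.77 with at least 5 FPKM) in the authors' deposited table, with 1 of 12, Hoxc4 (q = 0.0835), called, and the somite genes Pax3 and Tcf15 (q = 0.0636 and 0.0609) and the neural gene Zic1 had log2 ratios of 0.87, 0.76 and 0.76. Of 21 neural genes 1 was higher and 5 lower in the authors' deposited table (2 higher and 7 lower when adjusted over the list alone, median -0.09, percentile 1.39), Neurod1 and Nefm (-0.97 and -0.75) among the lower, and of 16 neural crest genes 1 was higher and 3 lower (1 higher and 5 lower when adjusted over the list alone, median -0.22, percentile 0.0), Dlx3 (-0.70) among the lower. Of 12 genes of paraxial and limb mesoderm 2 were higher and 1, Prrx1 (-0.63), lower in the authors' deposited table (2 higher and 3 lower when adjusted over the list alone, median -0.05, percentile 11.76). Of 12 erythroid genes 3, Hbb-y, Hbb-bh1 and Hba-x (-0.49, -0.38 and -0.32), were lower in the authors' deposited table (4 when adjusted over the list alone, median -0.20, percentile 0.05). Of 15 genes of pharyngeal endoderm 1 was lower and 14 did not pass in the authors' deposited table (5 lower when adjusted over the list alone, median -0.17, percentile 0.0), as did 18 of 19 endothelial and endocardial genes, with 1 lower (1 higher and 6 lower when adjusted over the list alone, median -0.15, percentile 0.0). At q of 0.05 the calls of Ttr, Hoxc4, Pax3, Tcf15 and Alx1 were lost, as were those of Egln3, Trpv2 and Eif2s3x (q = 0.0934, 0.09 and 0.0883), named below. With a mean of at least 5 FPKM the authors' deposited table gave 149 calls.

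**Figure D2:**
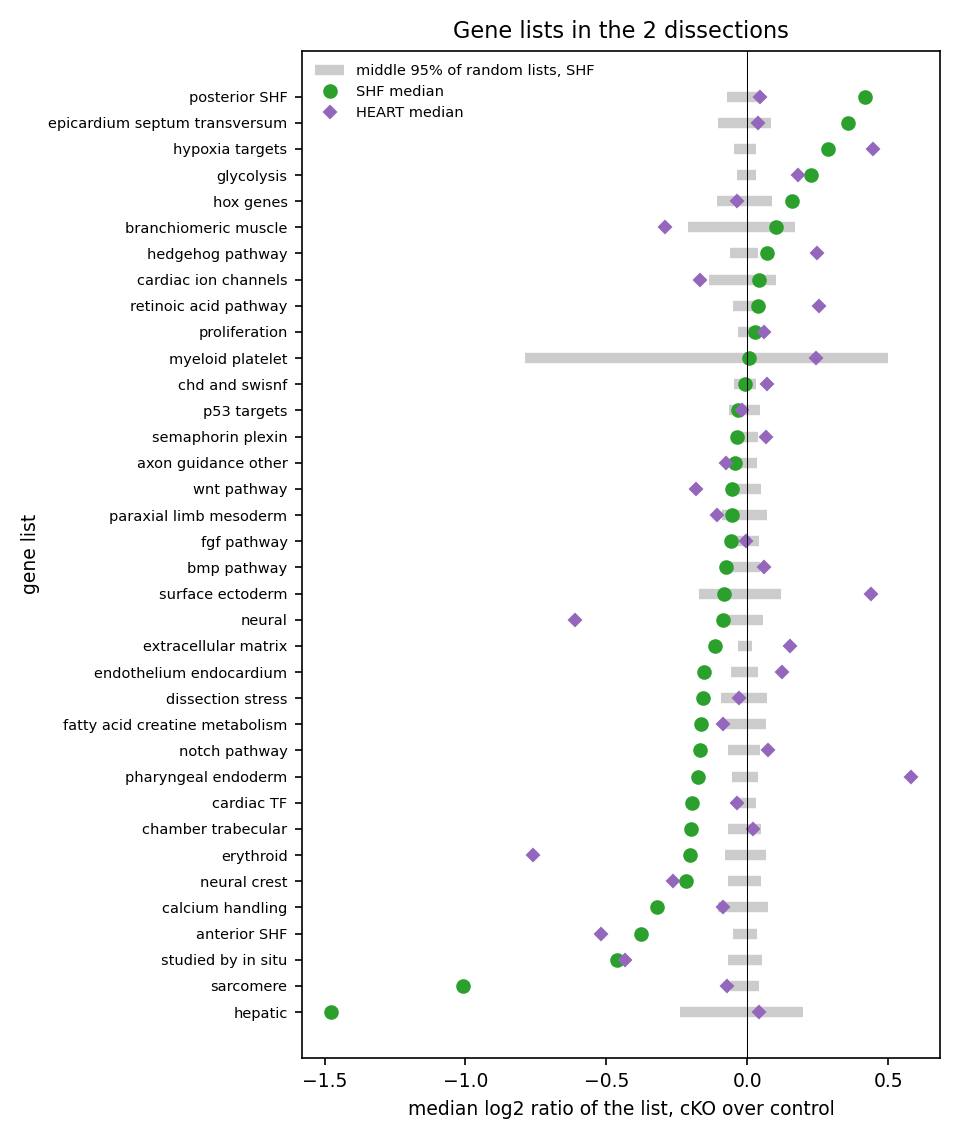
Median log2 ratio (cKO over control) of each of the 36 gene lists in 'SHF' (green circles, authors' values) and 'HEART' (purple diamonds), with the middle 95% of medians of random lists of like expression for 'SHF' (grey bars). The sarcomere median is -1.01 in 'SHF' and -0.07 in 'HEART', and the hypoxia median is 0.29 in 'SHF' and 0.44 in 'HEART'.

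The third question was whether the same genes differed in both dissections. Of 11258 genes tested in both, 66 were called in both, against 14.4 for independent lists (odds ratio 6.49, 2-sided Fisher's exact test, p = 8.26e-27). Of these, 17 were higher in both (2.34 for independent lists), among them Bnip3, Egln3 (q = 0.0934 in the authors' deposited table of 'SHF') and Ddit4. A further 40 were lower in both (4.40 for independent lists), among them Sema3a, Fgf10, Hand2, Col3a1, Unc5c, Slit2 and Alx1 (q = 0.0918 in the authors' deposited table of 'SHF'). The other 9 had opposite directions (7.71 for independent lists), so that 86.4% moved the same way. Acta1 had a log2 fold change of 0.46 in 'HEART' and of -0.98 in the authors' deposited table of 'SHF'. Trpv2 and Tril, which were chosen after their values were seen, had 1.04 and 1.32 in 'HEART' and -1.04 and -0.34 in the authors' deposited table (q = 0.09 for Trpv2). Across genes, which are not independent replicates, the log2 changes of the dissections had a Spearman correlation of 0.23 and a Pearson correlation of 0.26, against a Spearman correlation of up to 0.178 in size for the other splits of the 'HEART' samples. The 692 genes of smallest p in each other split shared 10 to 61 genes with the 'SHF' calls. The split with 61 exchanged 1 sample of each genotype and so kept part of the genotype difference. Splits that exchanged 2 of each, and so balanced the genotypes, shared 12 to 36. Independent lists, at 14.4, are thus a low baseline where balanced splits reach 36. As 8 embryos gave both dissections, part of the excess may be chance differences between embryos that both share. Embryo sex may be among them, as Xist was higher in cKO than in control 'SHF' too. The X-linked gene Eif2s3x (q = 0.0883 in 'SHF') is among the 17 higher in both, and in 'HEART' it followed Xist. It stood at 74.5 CPM in control 1, 57.8 to 62.5 CPM in controls 2 to 4 and 77.2 to 82.4 CPM in cKO. For that gene genotype and embryo sex cannot be told apart. Whether a genotype effect differed between dissections was not tested. In 'HEART' the call of Ddit4 was lost without control 1, 2 or 4 or cKO 2 or 4 (adjusted p = 0.117 to 0.213), with the embryo code prefix as a random block (0.104) and with log2 Xist as a covariate (0.207), which also ended those of Tril and Trpv2 (0.142 and 0.156). At a threshold of 0.05 in both, 40 genes were shared, and 43 were shared with at least 5 FPKM in 'SHF', a limit chosen after seeing the data.

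**Figure D3:**
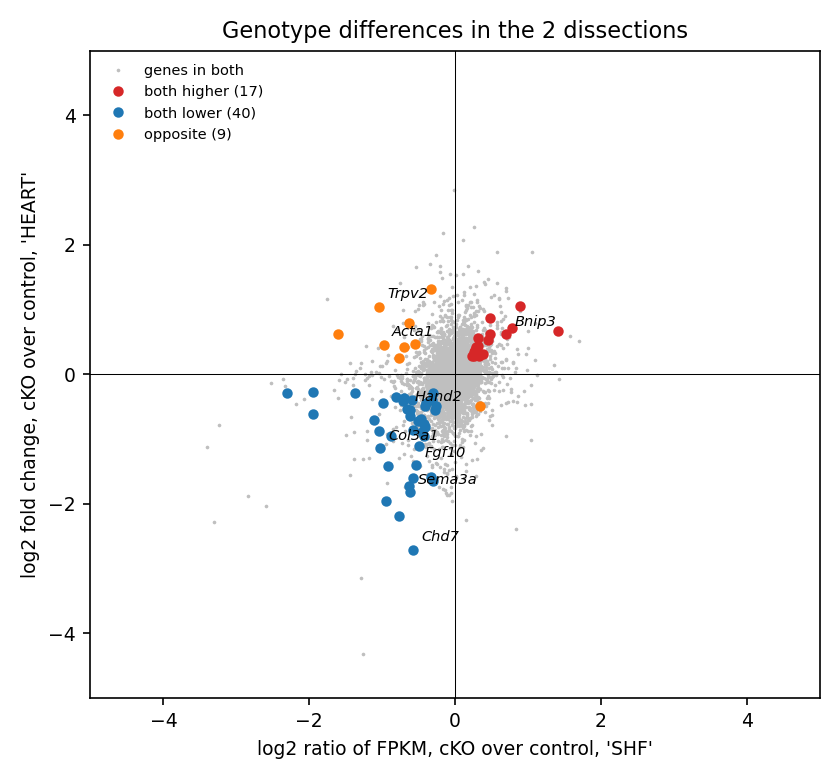
Log2 ratio of FPKM in 'SHF' (x axis, authors' values) against log2 fold change in 'HEART' (y axis), cKO over control, for the 11258 genes tested in both (grey). Of the 66 genes called in both, 17 were higher (red) and 40 lower (blue) in both and 9 went in opposite directions (orange).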

Values the study reported

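The study reported 313 differentially expressed genes in 'SHF' at an FDR below 0.1, 91 upregulated and 222 downregulated in cKO. For 'HEART' it reported 987 such genes, 561 up and 426 down. It gave 67 of 79 genes common to both dissections, or 85%, as changing in the same direction.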

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

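The test for embryo sex and the counts of splits for gene lists and for shared calls were chosen after the results were seen, and the splits for gene counts before. Of 192 groups of 4 'HEART' samples examined, 18 held a sample far from the others, and chance alone gives about 1 in 20.

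HEART control 4 stood apart from the other controls in blood, matrix and epithelial genes and in Prrx1 and Etv1. It had 4591 CPM of Hba-x against 1590 to 2034 CPM (gap over range 0.852), 3961 CPM of Hbb-bh1 against 1250 to 1624 CPM (0.862), 56.2 CPM of the matrix gene Lum against 0.081 to 0.853 CPM (0.986), 129 CPM of Postn against 4.01 to 11.6 CPM (0.939), 144 CPM of Krt19 against 83.4 to 87.5 CPM (0.933), 19.2 CPM of Prrx1 against 8.73 to 10.5 CPM (0.832) and 9.82 CPM of Etv1 against 15.2 to 15.8 CPM (0.89). Control 2 had 17.0 CPM of Enpep against 12.9 to 13.5 CPM (0.86), 18 CPM of Twist1 against 13.4 to 14.1 CPM (0.85) and 1.79 CPM of Tbx1 against 0.727 to 0.825 CPM (0.908). Without control 4, 778 genes were called.

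HEART cKO 3 had the lowest total count of the cKO samples (0.861). It also stood apart in Col2a1, at 1835 CPM against 2087 to 2115 CPM (0.902), in Hand2, at 95.1 CPM against 105 to 106 CPM (0.871), in Acta2, at 5793 CPM against 6431 to 6470 CPM (0.942), and in Kcnj3, at 1.99 CPM against 0.392 to 0.461 CPM (0.957). In cKO 4 Fgf10 was at 3.23 CPM against 4.86 to 5.15 CPM (0.85), and in cKO 1 Ttr was at 8.16 CPM against 0.117 to 0.819 CPM (0.913).

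The 'HEART' genotype difference of 817 genes stood beside a difference in Xist, at 61.4 CPM in control 1 against 0.162 to 1.28 CPM in the other controls (0.982) and at 34.6 CPM or more in every cKO sample. Of the 35 ways to split the 8 samples 4 against 4, 1, the real one, called as many genes and the highest other called 149. That is the smallest share 35 splits can give, and every other split mixes the genotypes. The splits therefore argue against a random grouping for the count but do not exclude it. For gene lists 2 of 35 splits placed as many as 19 past the threshold, the highest other also giving 19. That other split exchanged 1 sample of each genotype, and a split that exchanged 2 of each gave 17. Chance therefore cannot be excluded for the number of lists. Against embryo sex as the cause, autosomal genes called without control 1, the control with Xist, differed between cKO and control 1 by a median 0.97 of their fold, against 0.736 to 0.874 when each other control was left out in its place, which argues against sex as the whole cause. With log2 Xist as a covariate all 817 genes kept their sign and the median size of their log2 fold change went from 0.60 to 0.61, but the median SE rose from 0.12 to 0.19 and 226 genes were called. Over all 817 genes the error thus grew while the median fold did not shrink. Genes that lost their call were not examined apart from the rest. Litter and stage of the embryos stay open beside the genotype. With the embryo code prefix as a random block in limma-voom 897 genes were called, 782 of the 817 from edgeR among them. Without the block limma-voom called 823. Whether that prefix marks a litter is not known.

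For calls shared with 'SHF', each split of the 'HEART' samples was given the same number of genes, the 692 of smallest p. The real split shared 66 with the 'SHF' calls and the highest other 61, and 1 of 35 splits, the real one, reached 66. The real split thus ranked first, by a small margin over a split that exchanged 1 sample of each genotype. That split kept part of the genotype difference, and splits that exchanged 2 of each shared 12 to 36. A chance split of the 'HEART' samples is made less likely by that rank but is not excluded. Differences between embryos that both dissections share are not addressed by that rank, since the 'SHF' samples could not be split.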

How the results depend on the processing

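Log2 Xist as a covariate, leaving out X and Y genes, the authors' adjusted p, fry, loci with 1 symbol, random lists without matching, the FPKM limit on shared calls and leaving out muscle and erythroid genes were chosen after seeing the data. Under 21 alternatives 60 of 94 named 'HEART' genes kept their side of the threshold, and none reversed. Calls in 'HEART' were 817, and leaving out each sample gave 500 to 1421 (256 to 873 higher and 244 to 548 lower); fewer samples were tested then, and why cKO 4 raised the count was not tested. With a threshold of 0.05, 289 genes were higher. With log2 Xist, 226 were called, 121 higher and 105 lower, with a larger median SE over the 817 genes. Of 36 lists 19 passed, 1 with an estimated correlation and 5 by fry. The Hox list turned direction without a count filter (adjusted p = 0.0783) and with log2 Xist (adjusted p = 0.0302); the cause was not tested. For 'SHF', q of 0.05 ended the calls of 5 of 66 genes named by the rule. It also ended those of Egln3, Trpv2 and Eif2s3x, named from the shared calls. A mean of at least 5 FPKM left 149 calls (52 higher and 97 lower), as fewer loci entered. Shared calls were 40 at 0.05 in both, as the threshold was stricter, and 43 with at least 5 FPKM in 'SHF', as fewer genes entered. The replicate block gave 917 calls, the globin genes Hbb-y, Hbb-bh1 and Hba-x among them; the numbers do not pair the samples, since same-numbered pairs had residual correlations of 0.08, 0.06, 0.21 and -0.06, and only controls 1 and 3 correlated best with their own number. Alternatives that need values per 'SHF' sample were not run. Depth limits 'HEART' genes near 1 CPM, and the depth of 'SHF' is unknown.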

Other observations

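The tests of sarcomere genes in 'HEART', of Hox genes and of sterol genes, and the lists of smooth muscle, sterol synthesis and placenta or yolk sac genes, were chosen after the results were seen. Of 18 measured smooth muscle genes 8 were higher and 1 lower in cKO 'HEART' in edgeR (camera adjusted p = 1.13e-08 over the 3 lists, and adjusted p = 0.0563 with an estimated correlation). The list shares Ldb3 with the sarcomere list, and values of a whole dissection do not show which cells expressed its genes. Beside Tagln, Cnn1 rose from 253 ± 12.4 to 363 ± 27.3 CPM and Myh11, a smooth muscle myosin, from 9.91 ± 2.04 to 28.2 ± 9.44 CPM (SD, n = 4 each). In the authors' deposited table of 'SHF' 2 of 17 were lower, Acta2 at 36.9 against 63.0 FPKM among them, whereas in 'HEART' Acta2 rose by log2 0.25 ± 0.07 (SE), a call lost without control 2 or 3 or cKO 1 or 2 (adjusted p = 0.119 to 0.147) and with log2 Xist as a covariate (0.459). The difference between dissections was not tested.

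Of 22 sterol synthesis genes 8 were higher in cKO 'SHF' in the authors' deposited table, Lss and Nsdhl among them (median log2 ratio 0.25). A genotype effect on these genes also in the heart was tested as a hypothesis, and their median there was 0.0681 with 1 of 21 genes called, lower, 15 positive and 6 negative, and an SD of 0.161 among them, so a smaller effect there stays open. Of 17 placenta and yolk sac genes 14 were lower in the authors' deposited table, Star, Hsd3b6, Afp and Apoa1 among them, with a median log2 ratio of -2.46.

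Sarcomere genes had a median log2 ratio of -1.01 in cKO 'SHF' in the authors' deposited table. Less heart tissue carried into the cKO dissections may have removed a fixed share of heart RNA. The FPKM lost per level in 'HEART' then should not vary much, and the range between its quartiles spanned 2.75-fold over 32 genes, 2 of them not lower in cKO (bootstrap interval 2.11 to 5.71; 0.00155 to 0.0905 over the lower genes), which includes the limit of 4 set beforehand, so carry-over stays open. A genotype effect present in the heart too was not settled, as the list's median in 'HEART' was -0.0708 and its camera call was lost with an estimated correlation (adjusted p = 0.55). Carry-over and a change within the progenitors cannot be told apart, since the table gives no value per 'SHF' sample.

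Posterior second heart field genes had a median log2 ratio of 0.42 in cKO 'SHF' in the authors' deposited table. Dissections that reached further caudally in cKO embryos may contribute, as the Hox list stood at percentile 99.83 of random lists. Of its 12 genes 1 was called, and with at least 5 FPKM the list stood at percentile 1.77. That limit left out Hoxc4, Hoxa4 and Hoxd3 (log2 ratios 0.69, 1.04 and 0.38, with only Hoxc4 called) and kept Hoxb1 (-0.18). The 2 percentiles thus rest on different genes and do not decide the question, so this stays open. A change of territory within the progenitors, which the design names through genotype, stays open and was not tested here apart from the dissection. By whole-mount in situ hybridization, which needs no such dissection, the study reported Tbx5, Osr1, Foxf1 and Wnt4 as increased in cKO embryos. A difference in dissection would not give that result for those genes.

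HEART control 4 had 0.495 CPM of Xist and 0 counts of the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty, whereas control 1 had 61.4 CPM of Xist and controls 2 and 3 had 38.1 and 36.9 CPM of Ddx3y. In the authors' deposited table of 'SHF' Xist was listed at 20.9 FPKM in cKO and 10.1 FPKM in control. HEART cKO 1 had 233 counts of Afp, against 1 to 79 counts in the other samples.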
